# Role of ABCB1 and ABCB4 in renal and biliary excretion of perfluorooctanoic acid in mice

**DOI:** 10.1265/ehpm.23-00284

**Published:** 2024-03-22

**Authors:** Kazuyoshi Furukawa, Kahori Okamoto-Matsuda, Kouji H. Harada, Mutsuko Minata, Toshiaki Hitomi, Hatasu Kobayashi, Akio Koizumi

**Keywords:** Perfluorooctanoic acid, ABCB1, ABCB4, Renal clearance, Biliary excretion

## Abstract

**Background:**

Perfluorooctanoic acid (PFOA) is one of the major per- and polyfluoroalkyl substances. The role of ATP-binding cassette (ABC) transporters in PFOA toxicokinetics is unknown.

**Methods:**

In this study, two ABC transporters, ABCB1 and ABCB4, were examined in mice with single intravenous PFOA administration (3.13 µmol/kg). To identify candidate renal PFOA transporters, we used a microarray approach to evaluate changes in gene expression of various kidney transporters in *Abcb4* null mice.

**Results:**

Biliary PFOA concentrations were lower in *Abcb4* null mice (mean ± standard deviation: 0.25 ± 0.12 µg/mL) than in wild-type mice (0.87 ± 0.02 µg/mL). Immunohistochemically, ABCB4 expression was confirmed at the apical region of hepatocytes. However, renal clearance of PFOA was higher in *Abcb4* null mice than in wild-type mice. Among 642 solute carrier and ABC transporters, 5 transporters showed significant differences in expression between wild-type and *Abcb4* null mice. These candidates included two major xenobiotic transporters, multidrug resistance 1 (*Abcb1*) and organic anion transporter 3 (*Slc22a8*). *Abcb1* mRNA levels were higher in *Abcb4* null mice than in wild-type mice in kidney. In *Abcb4* null mice, *Abcb1b* expression was enhanced in proximal tubules immunohistochemically, while that of *Slc22a8* was not. Finally, in *Abcb1a/b* null mice, there was a significant decrease in the renal clearance of PFOA (0.69 ± 0.21 vs 1.1 mL ± 0.37/72 h in wild-type mice). A homology search of ABCB1 showed that several amino acids are mutated in humans compared with those in rodents and monkeys.

**Conclusions:**

These findings suggest that, in the mouse, *Abcb4* and *Abcb1* are excretory transporters of PFOA into bile and urine, respectively.

**Supplementary information:**

The online version contains supplementary material available at https://doi.org/10.1265/ehpm.23-00284.

## Introduction

Environmental pollutions due to industrial and economic activities have posed various health risks [1–3]. Per- and polyfluoroalkyl substances (PFASs) have been used since approximately the 1940s as water and oil repellents, aqueous film-forming foam as a fire extinguisher, and surfactants [4]. PFASs are man-made chemicals with a structure in which the hydrogen on the carbon chain is replaced by fluorine atoms. Therefore, many PFASs are chemically stable substances, and even if they are partially metabolized or decomposed, they become stable end products and are believed to remain in the environment for a long period. The Organization for Economic Cooperation and Development estimated that there are more than 4,730 chemicals that are in the PFAS category [5].

Among the PFASs, perfluorooctanoic acid (PFOA) is mainly used as a processing aid for fluoropolymer and surfactant production [6]. Contamination of PFOA around fluoropolymer manufacturing plants has been reported [7–9]. PFOA poses particular public health concerns because of its long-term persistence and bioaccumulation in the environment and in humans [10–13]. The production of PFOA is internationally regulated under the Stockholm Convention [14].

The effects of PFOA on health have been reported. The International Agency for Research on Cancer currently lists PFOA as Group 1 (carcinogenic to humans) [15]. Tumors of the liver, mammary gland, testis, and pancreas have been observed in rodents, and epidemiological studies have suggested an association between PFOA exposure and kidney and testicular cancers [16]. The C8 Science Panel, which is an independent panel of scientists, conducted a survey of 69,000 residents as a result of a settlement between DuPont and residents in Ohio and West Virginia, USA. The panel ultimately concluded that there are “probable links” between PFOA exposure and high cholesterol concentrations, kidney cancer, testicular cancer, thyroid disease, ulcerative colitis, and gestational hypertension [16]. The association between PFOA exposure and kidney cancer was confirmed independently in a nested case–control study from the Prostate, Liver, Colorectal, Ovarian (PLCO) Trial [17].

The cause of PFOA’s extremely long half-life in humans is not well understood. An epidemiological study of retired workers from a PFOA production plant operated by 3M showed that the plasma elimination half-life was 3.8 years [18]. In contrast, the plasma elimination half-life of PFOA is much shorter in mice (15–20 days) [19], rats (<1–15 days) [20], and cynomolgus monkeys (20–35 days) than in humans [21]. The reason for the long half-life of PFOA in humans is because of the virtual absence of renal excretion [22], while biliary excretion of PFOA is high compared with renal excretion [23, 24]. Several organic anion transporters (solute carrier family 22, member 6, [*SLC22A6*] and *SLC22A8*) transport PFOA in rats and humans, but cannot explain the low excretion rate in the kidney because there is no significant difference in their activities [25]. *SLC22A11* encoding human OAT4 also transports PFOA *in vitro* [26], which may confer the placental barrier. Human intestinal Caco-2 cells show uptake of different PFASs, including PFOA, suggesting involvement of organic anion transporting polypeptides such as OATP2B1 [27, 28]. In addition, Na^+^/taurocholate cotransporting polypeptide (SLC10A1) and apical sodium-dependent bile acid transporter (SLC10A2) mediate uptake of PFASs into hepatocytes [29]. In our previous study [30], biliary excretion of PFOA was associated with the expression of ATP-binding cassette (ABC) sub-family B, member 4 (*Abcb4*: *Mdr2*) in the liver of mice. However, there have been few investigations on active transporters of PFASs *in vivo*. In this study, we aimed to examine two ABC transporters, ABCB1 and ABCB4, for biliary and renal excretion of PFOA in knockout mice.

## Material and methods

### Animals

Animal studies, including animal care and all experimental procedures, were in accordance with the Animal Welfare Guidelines of Kyoto University. All experimental procedures were reviewed and approved by the Kyoto University Animal Research Committee (approval number: MedKyo11069). Wild-type mice (FVB) and *Abcb4* null mice (FVB.129P2-*Abcb4^tm1Bor^*/J, FVB *Abcb4^(−/−)^*) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). *Abcb1a/1b* null mice (FVB.129P2-*Abcb1a^tm1Bor^ Abcb1b^tm1Bor^*/N12, FVB *Mdr1a/1b^(−/−)^*) were purchased from Taconic Farms (Germantown, NY, USA). The mice were housed in the Kyoto University Institute of Laboratory Animals. A standard commercial lab chow diet (F-2, 3.73 kcal/g; Funahashi Farm Corp., Chiba, Japan) was used. All mice were maintained at an ambient temperature of 24 °C ± 2 °C and 50% ± 10% humidity with a 12 h dark-light cycle (lights on at 7:00 a.m.).

### Experimental design

All experiments were performed with male mice aged 8–10 weeks (25–30 g). The number of mice in each group ranged from 3 (*Abcb4* KO/WT groups) to 5 (*Abcb1a/b* KO/WT groups). Mice were intravenously administered PFOA as a single dose (dose: 3.13 µmol/kg, injection volume: 10 mL/kg).

We conducted two kinetic studies. The first study was conducted to observe the time course of plasma PFOA concentrations. In this experiment, blood was collected at 0, 2, 24, and 72 h after PFOA administration. Mice were killed by cervical dislocation under sevoflurane anesthesia after observation for 72 h. At sacrifice, tissue samples and blood were collected. Blood samples were centrifuged to separate plasma at 800 × *g*. The remaining carcass was flash-frozen in liquid nitrogen and stored at −80 °C.

In the second experiment, we determined renal clearance. Urine was collected at 0, 24, 48, and 72 h after PFOA administration, and blood and bile were collected at the sacrifice. To calculate renal clearance of PFOA (CL_r_), we used the following equation:

$$\begin{array}{rl} & {\text{CL}}_{r}\text{ of PFOA (mL/observed duration)}=\\ & \;\frac{\text{cumulative amount of PFOA in urine (}\mu \text{g/observed duration)}}{\text{PFOA concentration in plasma at 72}\;\text{h (}\mu \text{g/mL)}} \end{array}$$

### Determination of PFOA concentrations in biological samples

In a polypropylene tube, diluted plasma, urine, or homogenized kidney was combined with 10 µL of a 1 µg/mL solution of ^13^C_2_-PFOA as an internal standard (donated by the Environmental Protection Agency of the USA, originally synthesized by Perkin Elmer, Boston, MA, USA). A volume of 1 mL of tetrabutylammonium hydrogen sulfate was added to 2 mL of 0.5 M sodium carbonate buffer solution (pH adjusted to 10) and vortexed, and then 2 mL of methyl *tert*-butyl ether was added and vortexed [13]. The tube was centrifuged to separate the aqueous and organic phases, and the methyl *tert*-butyl ether layer was transferred to a glass tube and evaporated to dryness under a gentle stream of dry nitrogen. The residue was then re-dissolved in 100 µL of 100 mM benzyl bromide acetone and was heated for 1 hour at 60 °C in an autosampler vial. Derivatized extracts were analyzed using gas chromatography-mass spectrometry (Agilent 6890GC/5973MSD; Agilent Technologies Japan, Tokyo, Japan) in the electron impact ionization mode [31]. Benzylated PFOA was separated on a DB-5MS column (30 m length, 0.25 mm inner diameter, 1 µm film thickness) with helium carrier gas. Splitless injections (2 µL) were performed with the injector set at 220 °C, and the split was opened after 1.5 min. The initial oven temperature was 70 °C for 1.5 min, increased by 15 °C min^−1^ to 100 °C, and then increased by 40 °C min^−1^ to 240 °C. The ion fragment (m/z 504, [M]^+^) was monitored and used as quantification ions. The detection limit was 2 ng/g of sample. The mean recovery rate of ^13^C_2_ PFOA from samples was 93.1% ± 8.3%.

### Microarray analysis of gene expression

Kidneys were collected from *Abcb4* null mice and wild-type mice (3 mice aged 8–10 weeks in each group). Approximately 30 mg of kidney was diced on ice, and then total RNA was extracted using an RNeasy Lipid Tissue Mini Kit (Qiagen, Tokyo, Japan). The concentration and purity of total RNA were measured using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and an Agilent 2100 Bioanalyzer (Agilent Technologies Japan), respectively [32]. Extracted RNA was stored at −80 °C until analysis. Cyanine-labeled cDNA was synthesized from the total RNA samples and hybridized to oligo DNA microarray slides (Whole Mouse Genome 4x44k; Agilent Technologies Japan). The slides were scanned with an Agilent GeneArray Scanner (Agilent Technologies Japan). Information from probe features was obtained using Feature Extraction software version 9.5 (Agilent Technologies Japan). Raw and processed data and the experimental design have been submitted to the NCBI Gene Expression Omnibus according to the MIAME code, and are available at http://www.ncbi.nlm.nih.gov/geo/ (GEO accession number: GSE30084).

### Sequence homology analysis

The following protein sequences were analyzed: human ABCB1 (NCBI: NP_000918.2), rhesus monkey ABCB1 (AAN07779.1), rat Abcb1b (NP_036755.3), and mouse Abcb1b (NP_035205.1). Identities of sequences were evaluated using BLAST (ver. 2.14.0) (https://blast.ncbi.nlm.nih.gov/). Sequence alignment was performed using ClustalW (ver. 2.1) [33] and Jalview (ver. 2.11.2.0) [34].

### Statistical analysis

Three to five animals were used in each group. All results are expressed as the mean ± standard deviation. Comparisons between two groups were performed using the unpaired Student *t*-test. A probability of <0.05 was considered statistically significant. The analyses were performed using JMP Pro Statistical Software, version 16 (SAS institute, Cary, NC, USA).

## Results and discussion

### Kinetics of PFOA uptake and excretion in wild-type and *Abcb4* null mice

There was no significant difference in plasma PFOA concentrations between wild-type and *Abcb4* null mice during 72 h after PFOA administration (Fig. 1A). PFOA concentrations in plasma did not significantly change from 2 to 72 h (Fig. 1A). Therefore, for subsequent analyses, we used plasma PFOA concentrations at 72 h.

**Fig. 1:**
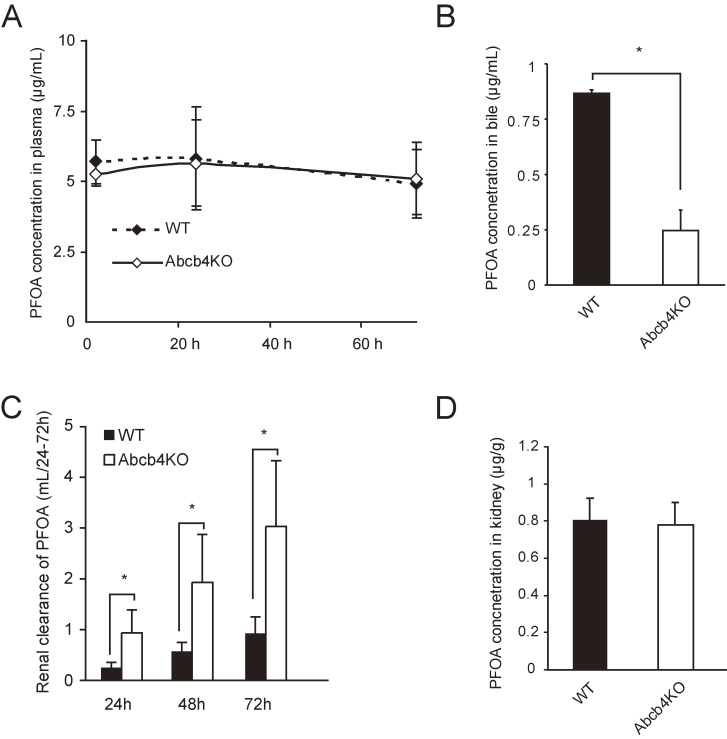
Excretion and distribution of perfluorooctanoic acid (PFOA) in wild-type and *Abcb4* null mice. (A) Plasma concentrations of PFOA in mice at 2, 24, and 72 h after intravenous administration. (B) PFOA concentrations in bile at 72 h. (C) Cumulative CL_r_ of PFOA (mL/24–72 h) at 24, 48, and 72 h after intravenous administration. (D) PFOA concentrations in the kidney at 72 h. Filled bars and triangles indicate wild-type (WT) mice and open ones *Abcb4* null (Abcb4KO) mice. Results are expressed as the mean ± standard deviation. Differences in mean values between the two groups were examined using Student’s *t*-test (* indicates *p* < 0.05).

Biliary PFOA concentrations after single intravenous administration (3.13 µmol/kg) were lower in *Abcb4* null mice (mean: 0.25 ± 0.12 µg/mL) than in wild-type mice (0.87 ± 0.02 µg/mL) (Fig. 1B, p < 0.05 by Student’s *t*-test). We previously observed that an absence of *Abcb4* induction in PPARα null mice significantly decreased biliary PFOA excretion [30]. Immunohistochemistry also showed ABCB4 expression in the liver in wild-type mice (Fig. S1). Taken together, these results suggest that *Abcb4* is a transporter of PFOA from hepatocytes into bile.

The mean CL_r_ of PFOA in wild-type mice was 0.93 ± 0.32 mL/72 h (Fig. 1C), while that in *Abcb4* null mice was significantly higher (3.03 ± 1.3 mL/72 h, p < 0.05 by Student’s *t*-test). Higher renal excretion rates were consistently observed 24 and 48 h after PFOA administration. PFOA content in the kidney of wild-type mice was similar to that in *Abcb4* null mice (Fig. 1D). Immunohistochemistry showed a low level of ABCB4 protein in the wild-type kidney (Fig. S1), suggesting that *Abcb4* is not directly involved in an increased CL_r_ after its gene ablation.

### mRNA profiles in the kidney

To identify a candidate PFOA transporter, we compared kidney mRNA levels by microarray analysis in wild-type and *Abcb4* null mice (Table S1). 

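The targeted gene was read first in every sample, because it checks the genotype labels. *Abcb4* encodes the canalicular transporter that moves phosphatidylcholine into bile. Its brightest probe gave a scaled signal of 632, 711 and 569 on the 3 arrays labelled wild type and of 3715, 3492 and 3417 on the 3 arrays labelled *Abcb4* null. The signal was therefore higher, not lower, in the arrays labelled *Abcb4* null, with a log2 fold change of 2.48 (standard error 0.13, adjusted p = 0.000646 from limma). A second *Abcb4* probe was dim, well above background on 1 of 3 arrays labelled wild type and on all 3 labelled *Abcb4* null, and had a log2 fold change of 1.45 (adjusted p = 0.964 from limma). The files hold no probe sequences, so the place of either probe relative to the deleted part of the gene is not known, and a probe outside that part checks nothing. All directions here are drawn from the labels, and the groups are named by them. The paper's RT-PCR (Fig. 2A) and immunohistochemistry (Fig. 3B) of *Abcb1b* run in the same direction as the arrays by their labels. The RT-PCR used more mice per group than the arrays, and the paper states that an earlier report matches it. An exchange confined to the arrays would give the opposite direction. An exchange that also covered these samples would not, so the labels are not settled.

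Whole-kidney RNA of male FVB mice, an inbred albino strain, was hybridized to 1-colour whole mouse genome oligonucleotide arrays, 1 array per mouse, with 3 mice labelled wild type and 3 labelled *Abcb4* null. The mice were 8 weeks old by the sample labels and 8 to 10 weeks old by the methods. Each array carried 45018 features. The authors deposited the scanner output of each array, in which Feature Extraction (version 9.1.3.1 by the file headers) had subtracted the background and corrected spatial trends within the array but had not scaled the arrays to each other. Between 64.3% and 68.4% of the spots were well above background and 0 were saturated. The 75th percentile of the signal was 852, 905 and 1051 in the arrays labelled wild type and 790, 955 and 854 in those labelled *Abcb4* null. Each array was divided by this percentile and multiplied by the geometric mean of the 6 percentiles, floored at 5 and converted to log2. Groups were compared with limma for 26284 of 41174 probes, which were well above background on all 3 arrays of at least 1 group, and p-values were adjusted by Benjamini-Hochberg over these probes. The number of arrays limits the precision, as 3 arrays against 3 give no exact permutation p below 0.1. Each of 3 slides, scanned apart, held 1 array of each label, with the array labelled wild type at position 3 and the array labelled *Abcb4* null at position 1. Array position and genotype thus cannot be told apart.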

The candidate transporter may function in excretion or absorption processes. Therefore, we introduced the criterion that a gene showing upregulation or downregulation by a significant (p < 0.05) change of at least 1.5-fold could be considered as a candidate.

Screening of 94 ABC transporters and 548 solute carrier family transporters showed several candidate genes (Table S2). 

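Among the transporters, the probes that were higher in the arrays labelled *Abcb4* null after adjustment over all probes belonged to *Abcb1b* and to *Abcb4* itself. *Abcb1b* encodes a multidrug efflux pump of the P-glycoprotein type. At an adjusted p under 0.05 from limma and a fold of at least 1.5, 3 probes were higher (2 of *Abcb1b* and 1 of *Abcb4*) and 0 were lower. Adjusted over the list alone, 8 probes passed, 7 higher and 1 lower. The higher ones belonged to *Abcb1b*, *Abcb4*, *Slc6a15*, *Slc22a7* and *Slco1b2*. The lower one was a probe of *Slc22a8*, with a log2 fold change of -0.72. By the criterion of an unadjusted p under 0.05 and a fold of at least 1.5, 17 probes of 14 genes passed with limma, 11 probes higher and 6 lower. Apart from the 5 genes of Table S2 and *Abcb4*, these included *Slco1b2*, an organic anion transporting polypeptide, with a log2 fold change of 1.19 (adjusted p = 0.191 from limma), and *Slc27a5*, a bile acid-CoA ligase, with -0.61 (adjusted p = 0.358). Both are named here after their values were seen. The methods' t-test, run on the same log2 values, passed 13 probes of 10 genes by that criterion, and on unscaled signals without logarithms 11 probes of 8 genes. All 5 genes of Table S2 were among those passing in each of these forms. The 2 groups did not overlap for 73 of the 490 tested transporter probes (14.9%), where chance gives 10%.

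The screened set was 642 array features, 94 with the name of an ABC gene and 548 with that of a solute carrier gene. They stood for 633 distinct probes, since some probes were spotted repeatedly, and for 49 ABC and 336 solute carrier gene names. Of the 633 probes, 143 were not well above background on all 3 arrays of either group and were not tested. After adjustment, the methods' t-test called 0 transporter probes on either scale, and limma called 0 when dim probes were kept, where 20 passed by the unadjusted criterion.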

The upregulated genes were *Abcb1b*, *Slc6a15*, and *Slc22a7* (all p < 0.05 by Student’s *t*-test), while *Slc7a12* and *Slc22a8* were downregulated (both p < 0.05 by Student’s *t*-test). Of these candidate genes, *Slc22a7*, *Slc22a8*, and *Abcb1b* are involved in xenobiotic transport [35], although *Slc22a7* does not have transport activity for PFOA [25, 36]. Therefore, we chose two genes for further study, namely *Slc22a8* and *Abcb1b*. 

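*Abcb1b* showed the largest difference of the 5 genes and the only one that passed an adjusted p under 0.05 over all probes. Its scaled signal was 598 ± 66.1 (SD, n = 3) in the arrays labelled wild type and 3186 ± 77.0 (SD, n = 3) in those labelled *Abcb4* null. This is a log2 fold change of 2.42 (standard error 0.13, adjusted p = 0.000646 from limma). The second probe of the gene gave 2.34 (adjusted p = 0.0117 from limma). The third, a dim probe, gave 2.77 (adjusted p = 0.146, and 0.0173 with the slide as a block). Within the 3 slides the brightest probe differed by 2.41, 2.24 and 2.61 on the log2 scale.

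The organic anion transporter gene *Slc22a7* gave a scaled signal of 21330 ± 3096 (SD, n = 3) in the arrays labelled wild type and 42340 ± 4444 (SD, n = 3) in those labelled *Abcb4* null. Its log2 fold change was 0.99 (standard error 0.15, adjusted p = 0.142 from limma). For *Slc6a15*, a neutral amino acid transporter, the signals were 1380 ± 176 and 2722 ± 208, with a log2 fold change of 0.98 (adjusted p = 0.128). *Slc22a8*, the organic anion transporter 3 of the basolateral membrane, gave 11990 ± 1670 and 7661 ± 1112 on its brightest probe, with a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.539). Its other probes gave -0.72 (adjusted p = 0.248) and -0.38 (adjusted p = 0.896). *Slc7a12*, of the cationic amino acid transporter family, gave 195 ± 21.2 and 126 ± 23.1, with a log2 fold change of -0.64 (adjusted p = 0.604). In each of the 5 genes, all 3 arrays labelled *Abcb4* null lay beyond all 3 labelled wild type on the brightest probe (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The unadjusted p of limma was under 0.05 and the fold at least 1.5 for all 5. Of these calls, that of *Abcb1b* was lost with the methods' t-test after adjustment (adjusted p = 0.135) and when dim probes were kept (adjusted p = 0.0636), in a range of 8.4e-05 to 0.592 over its alternatives. *Slc22a7* and *Slc6a15* passed when the variance was modelled with a trend on the signal (adjusted p = 0.0420 and 0.0422), in ranges of 0.0420 to 0.928 and 0.0422 to 0.945. By its criterion of a significant change of at least 1.5-fold, the paper takes these 5 genes as candidates for a transporter of PFOA and reasons from their known substrates which of them to study further.

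**Figure D1:**
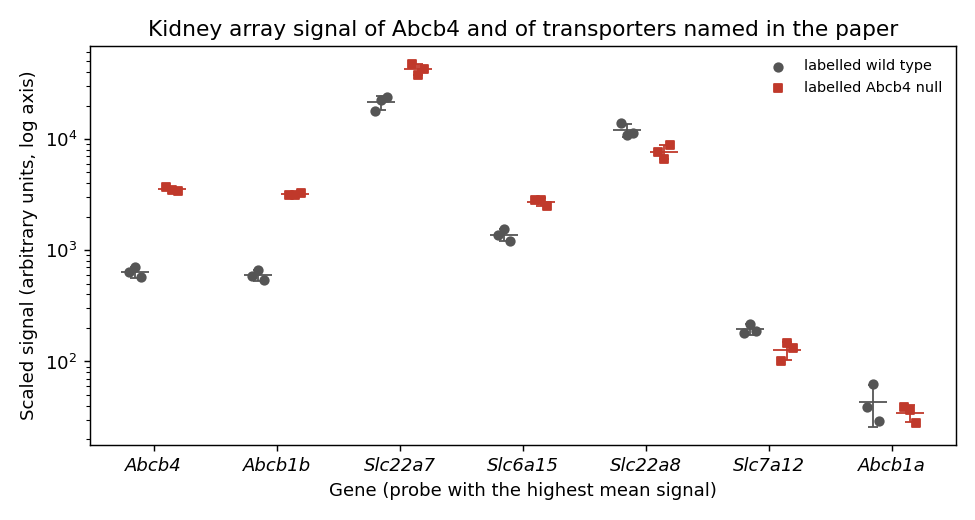
Scaled array signal (arbitrary units, log axis) of *Abcb4*, the 5 genes and *Abcb1a*, 1 point per array, with dashes and bars for the mean ± SD of 3 arrays per group, taken from the brightest probe of each gene. The arrays labelled *Abcb4* null sit above those labelled wild type for *Abcb4* (637 against 3541) and *Abcb1b*, and the groups overlap for *Abcb1a*.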

Quantitative real-time polymerase chain reaction (PCR) in *Abcb4* null mice showed upregulation of *Abcb1b* mRNA, but failed to show downregulation of *Slc22a8* mRNA (Fig. 2A, B), which is consistent with results from a previous report [37]. *Abcb1a* is a paralog of *Abcb1b*. Therefore, we investigated possible induction of *Abcb1a* in *Abcb4* null mice by real-time PCR, but failed to detect any such induction (Fig. 2C).

**Fig. 2:**
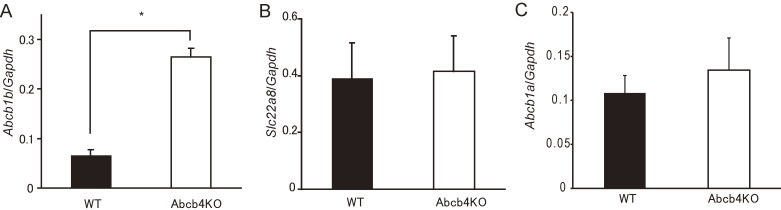
mRNA expression of transporters in kidney tissue of wild-type and *Abcb4* null mice. Results of quantitative PCR for *Abcb1b* (A), *Slc22a8* (B), and *Abcb1a* (C) are presented as the means ± standard deviation (n = 5). Filled bars indicate wild-type (WT) mice and open ones *Abcb4* null (Abcb4KO) mice. Expression of transporters was standardized to that of *Gapdh*. * indicates *p* < 0.001 using Student’s *t*-test.

### Immunohistochemistry of ABCB1b and SLC22A8 in the kidney

ABCB1b was localized at the brush border of proximal tubules in wild-type mice (Fig. 3A). In *Abcb4* null mice, ABCB1b was overexpressed in the proximal tubules (Fig. 3B). SLC22A8 was expressed mainly in the basolateral membrane of the proximal tubules in wild-type and *Abcb4* null mice, but its expression level was not different between wild-type and *Abcb4* null mice (Fig. 3C, D). These data support the hypothesis that ABCB1b transports PFOA.

**Fig. 3:**
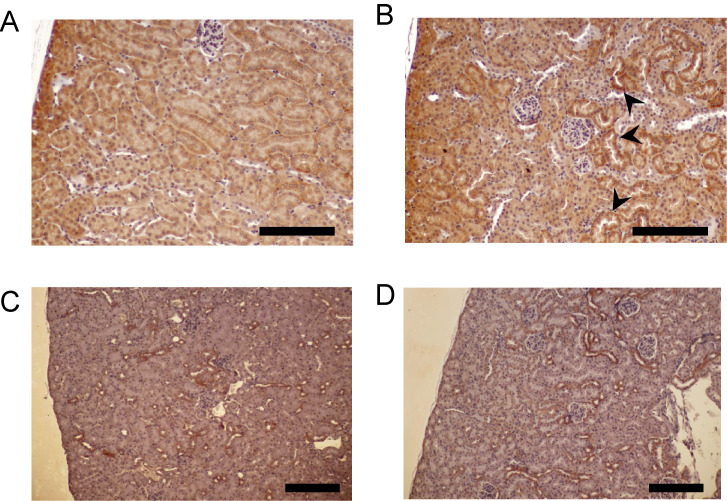
Immunohistochemical detection of ABCB1b (A, B) and SLC22A8 (C, D) in mouse kidney. Sections of kidney were analyzed by DAB-staining (red color) followed by nuclear counterstaining with hematoxylin. (A, C) Cortex in wild-type mice, (B, D) cortex in *Abcb4*-null mice. Arrows indicate ABCB1 positive tubules. Scale bars, 500 µm.

### Pharmacokinetics of PFOA in *Abcb1a/1b* null mice

We next conducted a kinetic study using *Abcb1a/1b* null mice to test the hypothesis of whether ABCB1b transports PFOA in the kidney. *Abcb1a/1b* null mice showed a significantly lower CL_r_ of PFOA than wild-type mice (0.432 ± 0.127 vs 0.675 ± 0.181 mL/48 h and 0.694 ± 0.209 vs 1.138 ± 0.354 mL/72 h, respectively; both p < 0.05 by Student’s *t*-test, Fig. 4A). Plasma and kidney tissue levels of PFOA did not change in *Abcb1a/b* null mice compared with those in wild-type mice (Fig. 4B, C), indicating that *Abcb1a/1b* ablation disrupted the secretion of PFOA from the kidney.

**Fig. 4:**
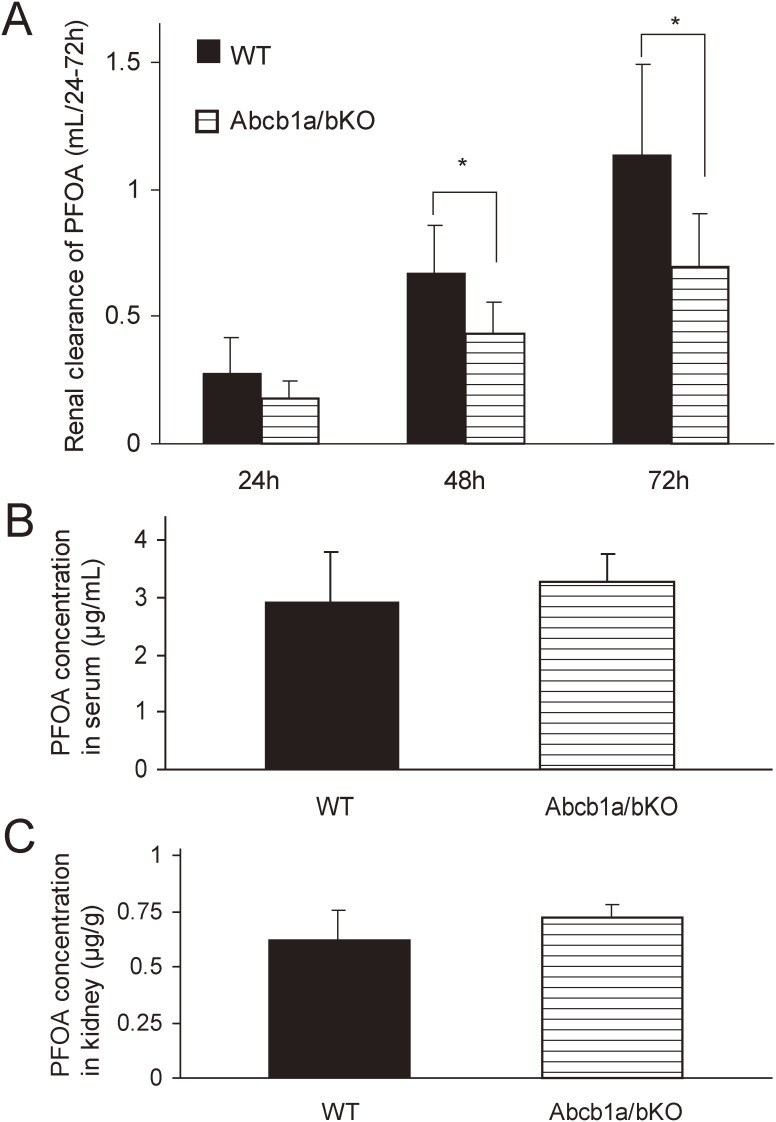
Excretion and distribution of perfluorooctanoic acid (PFOA) in wild-type and *Abcb1a/1b* null mice. (A) Cumulative CL_r_ of PFOA (mL/24–72 h) at 24, 48, and 72 h after intravenous administration. (B) Plasma concentrations of PFOA (µg/mL) at 72 h after intravenous administration. (C) PFOA concentrations in the kidney (µg/g) at 72 h. Filled bars indicate wild-type (WT) mice and dashed ones *Abcb1a/b* null (Abcb1a/bKO) mice. Results are expressed as the mean ± standard deviation. Differences in mean values between the two groups were examined using Student’s *t*-test (* indicates *p* < 0.05).

### Sequence conservation of ABCB1 between species

Renal excretion of PFOA in humans is markedly lower than that in other species, such as mouse, rat, and monkey [22]. This finding suggests that species differences in the *ABCB1* sequence could be associated with substrate affinity. Therefore, we evaluated the sequence conservation of ABCB1 between these species. Mice and rats have two *Abcb1* paralogs *Abcb1a* and *Abcb1b*, while monkeys and humans do not have two paralog genes. In this study, the sequence of mouse/rat *Abcb1b* and human/monkey *ABCB1* were analyzed because we speculated that *Abcb1b* contributes to renal secretion of PFOA in mice.

Protein sequence identities of monkey ABCB1, rat ABCB1b, and mouse ABCB1b were 96%, 81% and 81%, respectively, compared with human ABCB1 (Table S3). We searched amino acids that are conserved between the monkey, rat, and mouse, but not in humans, by sequence homology analysis. Nine amino acids (E24, V635, A759, F851, I1003, M1027, G1038, R1103, and K1168) were identified in human ABCB1 (Table S4 and Fig. 5A). As a result, among the nine non-conserved amino acids, A759 and F851 are present in the transmembrane domain, and G1038, R1103, and K1168 are present in the ATP-binding domain (Fig. 5B). The lack of conservation of these amino acids may affect human ABCB1 function. ABCB1 has a wide range recognition of substrates and it differs among species [38]. These non-conserved amino acids might reduce the PFOA-secreting function of human ABCB1 and *in vitro* site-directed mutagenesis experiments will elucidate the mechanisms in substrate recognition.

**Fig. 5:**
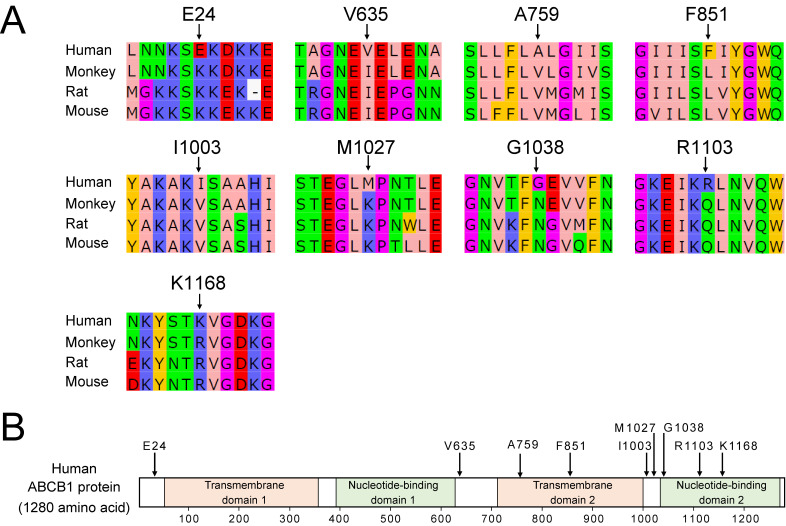
Non-conserved amino acids in human ABCB1 compared with monkey ABCB1 and rat/mouse Abcb1b. (A) Sequence alignment among four species (human, monkey, rat and mouse). Sequence alignment was performed using ClustalW and Jalview. The amino acids are colored according to “Zaapo”, which is the color scheme of Jalview. (B) Positions of non-conserved amino acids and functional domains of human ABCB1.

### Potential transporters of PFOA

In this study, we found that *Abcb4* was a transporter of PFOA from blood into bile as suggested by our previous study [30]. Intriguingly, we found that *Abcb1b* transported PFOA into urine in mice. The contribution of *Abcb1b* to the renal excretion of PFOA under physiological conditions was estimated to be approximately 30%. ABCB1b is localized at the apical membrane in renal tubules where it transports various drugs to the lumen [39]. To the best of our knowledge, *Abcb1b* is the first transporter of PFOA that has been located to the apical membrane.

The biological half-life of PFOA in humans (3.8 years) [18] can be explained by a low excretion rate in the kidney [22] and enterohepatic circulation of PFOA [23, 24]. The low urinary excretion rate may be explained by the lower substrate specificity of human ABCB1 to PFOA than that in other species. In contrast, the excretion rate of PFOA into bile is 30- to 60-fold larger than the urinary excretion rate [23, 24]. Therefore, enhancing fecal elimination by decreasing the reabsorption rate in the enterohepatic circulation of PFOA may shorten the biological half-life in humans. Several drugs have been developed to enhance the elimination of bile into feces [40, 41], providing a pharmacological approach to enhance the elimination of PFOA and other PFASs from the body. In fact, cholestyramine, bile acid sequestrant resin, is known to enhance fecal excretion of PFAS through increase of bile acid in feces [42].

### Limitations in this study

Renal clearance of PFOA in *Abcb1a/b*-null mice was decreased compared with WT mice. Ablations of *Abcb1a/b* genes may cause off-target effects in gene expression in kidney as observed in *Abcb4* ablation while there have been no reports on significant compensation effects of *Abcb1a/b* deletion. 

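In the kidneys labelled *Abcb4* null, few single genes stood apart from wild type. Of 29 gene lists, 7 passed an adjusted p under 0.05 with a preset correlation between genes of 0.01, 5 upward and 2 downward, and 0 with an estimated correlation. A higher correlation does not account for every loss. The estimate was 0.0087 for the drug and organic anion transporters, below the preset value, and that list also lost its call. For the rest of the 7 it lay between 0.0535 and 0.528. What else in the change of test removed the calls was not tested. Over the whole array, 8 probes passed an adjusted p under 0.05 from limma, 6 higher and 2 lower in the arrays labelled *Abcb4* null. At an unadjusted p under 0.05 there were 1416 of 26284, 560 higher and 856 lower. This is little above the share of 0.05 that chance gives. Besides *Abcb4* and *Abcb1b*, the higher genes were *A2m*, a broad protease inhibitor of plasma, *Speer4d*, of a family of glutamate-rich proteins expressed in testis, and LOC667335, which the array describes as similar to *Cdk6* and which is named here after its value was seen. All 3 were well above background on all 3 arrays labelled *Abcb4* null and on 0 of 3 labelled wild type, so that only bounds can be given. *A2m* was at least 3.56-fold higher (adjusted p = 0.000646 from limma), *Speer4d* at least 2.79-fold higher (adjusted p = 0.000646) and LOC667335 at least 2.03-fold higher (adjusted p = 0.00363). A second *A2m* probe, too dim to be tested, gave scaled signals of 15.0 and 12.1. Each bound sets the mean of the bright group against the lowest signal that was well above background on each dim array. *Cxcl9*, a chemokine induced by interferon gamma, was lower, at 135 ± 16.1 (SD, n = 3) against 33.1 ± 6.68 (SD, n = 3) in the arrays labelled *Abcb4* null. Its log2 fold change was -2.04 (adjusted p = 0.0182 from limma, and 0.103 with the slide as a block). *Gbp2b*, an interferon-induced GTPase, was at least 2.32-fold lower (adjusted p = 0.0293, and 0.0802 with the slide as a block). By the rule for named genes, which skips clone names, the next were *Myo3b*, a myosin, with a log2 fold change of 1.66 (adjusted p = 0.128, and 0.0449 with the slide as a block), and, in the other direction, the interferon-induced GTPase *Tgtp1* with -1.38 (adjusted p = 0.0950), the liver fatty acid-binding protein *Fabp1* with -1.11 (adjusted p = 0.0950) and the glutathione transferase *Gsta1* with -1.27 (adjusted p = 0.0999).

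Of 25 genes of cholesterol synthesis and its regulation, 20 had higher and 5 lower values, with a median log2 fold change of 0.21 (adjusted p = 1.05e-06 from preranked camera, and adjusted p = 0.723 with an estimated correlation). *Dhcr7*, which encodes an enzyme of the last steps of the pathway, gave 0.50 (adjusted p = 0.588 from limma). Of the 25, 0 passed over all probes. Of 25 measured genes of the interferon response, 22 had lower values, with a median of -0.23 (adjusted p = 9.73e-06 from preranked camera, and adjusted p = 0.723 with an estimated correlation), and the groups did not overlap for 10 of the 25. *Cxcl10* gave -0.87, *Irf9* -0.52, *Tap1* -0.50 and *Ifit1* -0.53. In the other direction, *Rsad2*, also without overlap, gave 0.53 and *Ifit2* 0.30, both named after their values were seen. In the list, 0 members passed over all probes or adjusted over the list alone. Genes of PPARα action had a median of -0.11 (adjusted p = 0.0453, 0.0760 with camera over genes measured on all 6 arrays, and 0.806 with an estimated correlation), and 1 member, *Fabp1*, passed when adjusted over the list alone. The list of drug and organic anion transporters had a median of 0.03 and a mean of 0.13 (adjusted p = 0.00161, 0.177 with camera over genes measured on all 6 arrays, and 0.723 with an estimated correlation), 17 members with higher and 12 with lower values. It includes *Abcb1b*, *Slc22a7* and *Slc22a8*, which the study picked on these arrays, so it is not independent evidence of a direction. Over all probes 1 of its members, *Abcb1b*, passed, and adjusted over the list alone 3. Within the slides the list median was -0.02, -0.02 and 0.10. *Abcb1b*, at 2.42, lay far above the next highest member, *Slc22a7* at 0.99. The list was not tested without *Abcb1b*, so its call does not show a shift of the group.

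Of the marker lists of kidney cell types, 3 passed with the preset correlation. Those of the loop of Henle and distal tubule had a median of 0.12 (adjusted p = 0.0216), with *Ptger3* at 0.73, those of fibroblasts and mural cells 0.10 (adjusted p = 0.0468), with *Fbln1* at 0.82, and those of erythroid cells 0.38 (adjusted p = 0.0470, and 0.165 with the slide as a block) over 4 measured genes, each from preranked camera. With an estimated correlation these had adjusted p-values of 0.723, 0.723 and 0.726. Within the 3 slides the erythroid median was -0.31, 0.44 and 0.94 and the fibroblast and mural median -0.05, 0.13 and 0.29. These 3 lists and that of PPARα lost their call in at least 1 repeat without 1 of the arrays, while the cholesterol, interferon and transporter lists kept theirs. No member of the 3 marker lists passed over all probes or adjusted over the list alone.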

If the potentially induced off-target gene may affect the renal excretion change more than 30%, contribution of ABCB1 may decline. Confirmation of gene expression in the tissue in mice and *in vitro* experiments of transporting activity of ABCB1 for PFOA will support this study results.

As we investigated before, solute carrier transporters are involved in PFOA kinetics [25]. Further, reported biological half-lives of PFOA significantly differ from humans [11]. Protein bindings of PFOA to serum proteins may further modify the kinetics. The relative contribution to ABC transporters should be evaluated in experimental animals and humans in future.

## Conclusion

This study shows that ABCB4 is one of the major transporters of PFOA in the bile; and ABCB1 is one of the major transporters of PFOA in kidney in the mouse. The human ABCB1 system may not have substrate affinity to PFOA as Abcb1a/1b does in the rodent, which could explain the much lower renal clearance of PFOA in humans than in rodents. In contrast, the human *ABCB4* system, the synteny of mouse *Abcb4* in rodents, is involved in excretion into bile in humans and rodents [24]. Further studies on transporters are required to establish not only rational risk assessment of PFAS, but also to develop pharmacological interventions to enhance the elimination of PFASs from the body.

# Supplementary material for: Role of ABCB1 and ABCB4 in renal and biliary excretion of perfluorooctanoic acid in mice
**Source:** Environ Health Prev Med. 2024 Mar 22;29:21. doi: 10.1265/ehpm.23-00284
**Supplement:** Supplementary file 1 — Additional file 1: Supplemental description of methods. Table S1. Results of microarray analysis for 642 potential transporter genes. Table S2. Microarray analysis for expression of transporter in mouse kidney. Table S3. Sequence identity between human, monkey, rat and mouse ABCB1. Table S4. Non-conserved amino acids in human ABCB1. Figure S1. Immunohistochemical analysis of ABCB4 expression in wild-type mouse kidney and liver.

## **Supplemental materials**

### **Role of ABCB1 and ABCB4 in Renal and Biliary Excretion of Perfluorooctanoic Acid in Mice**

Kazuyoshi Furukawa<sup>#</sup>, Kahori Okamoto-Matsuda<sup>#</sup>, Kouji H. Harada<sup>\*</sup>, Mutsuko Minata, Toshiaki Hitomi, Hatasu Kobayashi and Akio Koizumi

<sup>#</sup> These authors contributed equally to this work

<sup>\*</sup>Corresponding author

Kouji H. Harada

## **Supplemental description of methods**

### ***Quantitative RT-PCR analysis of *Abcb1b* and *Slc22a8*.***

Quantitative real-time PCR (RT-PCR) was used to measure *Abcb1b* and *Slc22a8* mRNA levels in the kidney. Total RNA was extracted as described above. Aliquots (10 ng) were amplified using QuantiTect<sup>®</sup> SYBR<sup>®</sup> Green RT-PCR (Qiagen). Quantification of the amplified products was performed on an ABI PRISM 7700 Sequence Detection System (Applied Biosystems Japan, Tokyo, Japan). The expression data from each sample were normalized to glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) mRNA from the same individual sample, to correct for differences in efficiency of RNA extraction and RNA quality.

The following primers were used. For *Gapdh*: forward, 5'-ATGGTGAAGGTCGGTGTGAA-3', reverse, 5'-GAGTGGAGTCATACTGGAAC-3' (Hirosawa *et al.* 2008); for *Abcb1b* (corresponding to GenBank accession number NM\_011075): forward, 5'-GGAACATTACTTCCCCTCTTG-3', reverse, 5'-GAAAGCATCAATACAGGGGGCAG-3'; for *Slc22a8* (corresponding to GenBank accession number NM\_001164635.1): forward, 5'-CAGCACCAGAGACACCATTG-3', reverse, 5'-TCTCCAAACACAGGTCCTCC-3'; for *Abcb1a* (corresponding to GenBank accession number NM\_011076.2): forward, 5'-GCTTTGCAAGTGTAGGAAACG-3', reverse, 5'-TCCTCCAGTTTGGCAAACATG-3'.

### ***Immunohistochemistry for ABCB4, ABCB1B and SLC22A8.***

For light microscopy, kidneys were processed by routine paraffin sectioning. To detect ABCB4 and ABCB1b, we used the same antibodies as described for western blot

analysis. Detection of these two proteins was accomplished using a mouse on mouse (MOM) peroxidase kit according to the manufacturer's protocol (Vector Laboratories, Burlingame, CA, USA). Primary anti-ABCB4 antibody (P3II-26) and anti-ABCB1b antibody (C219) were diluted (1:500 and 1:50, respectively), and applied at r.t. for 1 hour. Slides were then incubated for 1 hour with secondary biotinylated anti-mouse IgG. To detect ABCB4 and dipeptidyl peptidase IV (DPP IV, an apical membrane marker), fluorescent conjugated secondary antibody (Alexa Fluor 594 or Alexa Fluor 488, Molecular probes, Invitrogen) was applied for 30 minutes at r.t. To detect ABCB1b, ABC Elite reagent was applied for 30 minutes at r.t. Immunoreactivity was visualized using 3,3'-diaminobenzidine, followed by nuclear counterstaining with hematoxylin. Slides were mounted on glycerol gelatin slides and viewed on a non-inverted microscope using objectives of  $\times 10$ ,  $\times 20$ , and  $\times 40$ . Images were taken with an EOS kiss X3 camera, (Canon, Tokyo, Japan).

Table S1. Results of microarray analysis for 642 potential transporter genes

|                |                                                                                                                                                                                                                                                             |         |         |         |         |         |
|----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------|---------|---------|---------|---------|
| 41557 Slc25a40 | Mus musculus solute carrier family 25, member 40 (Slc25a40), mRNA [NM_178766]                                                                                                                                                                               | 7.9     | 6.1     | 9.4     | 8.1     | 23.7    |
| 41633 Slc35f3  | Mus musculus solute carrier family 35, member F3 (Slc35f3), mRNA [NM_175434]                                                                                                                                                                                | 143.8   | 241.2   | 239.0   | 152.6   | 287.0   |
| 41867 Slc44a4  | Mus musculus solute carrier family 44, member 4 (Slc44a4), mRNA [NM_023557]                                                                                                                                                                                 | 4994.9  | 4799.0  | 5313.5  | 4695.6  | 6041.3  |
| 41869 Abcc10   | Mus musculus ATP-binding cassette, sub-family C (CFTR/MRP), member 10 (Abcc10), transcript variant mrp7A, mRNA [NM_145140]                                                                                                                                  | 16.7    | 23.1    | 22.4    | 15.3    | 19.3    |
| 42043 Slc4a3   | Mus musculus solute carrier family 4 (anion exchanger), member 3 (Slc4a3), mRNA [NM_009208]                                                                                                                                                                 | 166.1   | 155.0   | 205.5   | 177.1   | 185.7   |
| 42059 Slc35b4  | Mus musculus solute carrier family 35, member B4 (Slc35b4), mRNA [NM_021435]                                                                                                                                                                                | 2969.7  | 2882.2  | 3597.4  | 3082.4  | 3142.8  |
| 42226 Slc34a3  | Mus musculus solute carrier family 34 (sodium phosphate), member 3 (Slc34a3), mRNA [NM_080854]                                                                                                                                                              | 35887.8 | 36477.9 | 38994.3 | 28095.8 | 34654.7 |
| 42298 Slc7a6   | Mus musculus 16 days neonate thymus cDNA, RIKEN full-length enriched library, clone:A130019A16 product:Similar to Y+L amino acid transporter 1, full insert sequence. [AK037437]                                                                            | -2.3    | 0.7     | -1.1    | 0.5     | -0.2    |
| 42309 Abca16   | Mus musculus ATP-binding cassette, sub-family A (ABC1), member 16 (Abca16), mRNA [NM_207130]                                                                                                                                                                | -1.6    | -1.5    | 1.1     | -0.5    | -0.1    |
| 42393 Slc29a3  | Mus musculus solute carrier family 29 (nucleoside transporters), member 3 (Slc29a3), mRNA [NM_023596]                                                                                                                                                       | 552.9   | 537.6   | 1116.6  | 497.8   | 840.5   |
| 42403 Abca1    | Mus musculus ATP-binding cassette, sub-family A (ABC1), member 1 (Abca1), mRNA [NM_013454]                                                                                                                                                                  | 1052.2  | 1702.3  | 1562.9  | 1063.7  | 1213.1  |
| 42478 Slc39a8  | Mus musculus 10 days lactation, adult female mammary gland cDNA, RIKEN full-length enriched library, clone:D730033M24 product:similar to BCG INDUCED INTEGRAL MEMBRANE PROTEIN BIGMO-103 (UP-REGULATED BY BCG-CWS) [Homo sapiens], full insert sequence.... | 14.2    | 12.5    | 16.3    | 33.3    | 20.8    |
| 42583 Slc1a4   | Mus musculus solute carrier family 1 (glutamate/neutral amino acid transporter), member 4 (Slc1a4), mRNA [NM_018861]                                                                                                                                        | 1080.8  | 1011.6  | 1243.4  | 1356.4  | 1483.9  |
| 42652 Abcc4    | Mus musculus ATP-binding cassette, sub-family C (CFTR/MRP), member 4 (Abcc4), mRNA [NM_001033336]                                                                                                                                                           | 277.1   | 332.0   | 298.9   | 241.0   | 253.4   |
| 42665 Slc6a11  | Mus musculus solute carrier family 6 (neurotransmitter transporter, GABA), member 11 (Slc6a11), mRNA [NM_172890]                                                                                                                                            | 4.9     | 2.2     | 2.3     | 2.8     | 4.3     |
| 42684 Slc16a6  | Mus musculus solute carrier family 16 (monocarboxylic acid transporters), member 6 (Slc16a6), transcript variant 1, mRNA [NM_001029842]                                                                                                                     | 2495.1  | 2008.3  | 3879.1  | 3703.4  | 3081.4  |
| 42773 Slc26a11 | Mus musculus solute carrier family 26, member 11 (Slc26a11), mRNA [NM_178743]                                                                                                                                                                               | 1866.1  | 2472.4  | 2827.4  | 1623.3  | 2347.9  |
| 42825 Slc2a9   | Mus musculus solute carrier family 2 (facilitated glucose transporter), member 9 (Slc2a9), transcript variant a, mRNA [NM_001012363]                                                                                                                        | 84.9    | 111.1   | 89.4    | 82.8    | 117.3   |
| 42973 Slc4a1ap | Mus musculus solute carrier family 4 (anion exchanger), member 1, adaptor protein (Slc4a1ap), mRNA [NM_009206]                                                                                                                                              | 1115.5  | 1101.8  | 1292.7  | 1019.0  | 1041.5  |
| 42990 Slc6a17  | Mus musculus solute carrier family 6 (neurotransmitter transporter), member 17 (Slc6a17), mRNA [NM_172271]                                                                                                                                                  | 79.6    | 100.5   | 165.5   | 106.5   | 111.2   |
| 43219 Abcc5    | Mus musculus ATP-binding cassette, sub-family C (CFTR/MRP), member 5 (Abcc5), transcript variant 1, mRNA [NM_013790]                                                                                                                                        | 1121.4  | 1313.6  | 1344.1  | 997.6   | 1262.2  |
| 43229 Abcb11   | Mus musculus ATP-binding cassette, sub-family B (MDR/TAP), member 11 (Abcb11), mRNA [NM_021022]                                                                                                                                                             | 25.1    | 27.4    | 39.3    | 23.6    | 30.0    |
| 43271 Slc26a9  | Mus musculus solute carrier family 26, member 9 (Slc26a9), mRNA [NM_177243]                                                                                                                                                                                 | 3.1     | 2.9     | 4.7     | 5.1     | 6.8     |
| 43315 Slc16a6  | Mus musculus solute carrier family 16 (monocarboxylic acid transporters), member 6 (Slc16a6), transcript variant 1, mRNA [NM_001029842]                                                                                                                     | 203.6   | 207.2   | 267.7   | 374.8   | 354.6   |
| 43411 Slc25a40 | Mus musculus 9.5 days embryo parthenogenote cDNA, RIKEN full-length enriched library, clone:B130008N03 product:unclassifiable, full insert sequence. [AK044862]                                                                                             | 0.6     | 0.1     | -1.2    | 1.1     | 0.0     |
| 43444 Slc25a3  | Mus musculus adult male brain cDNA, RIKEN full-length enriched library, clone:3526402M16 product:solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 3, full insert sequence. [AK028313]                              | 665.7   | 611.3   | 723.9   | 717.4   | 532.4   |
| 43450 Slc35b3  | Mus musculus 16 days neonate thymus cDNA, RIKEN full-length enriched library, clone:A130081B15 product:unclassifiable, full insert sequence. [AK079504]                                                                                                     | 52.6    | 49.3    | 62.6    | 55.5    | 58.7    |
| 43467 Slc10a7  | Mus musculus solute carrier family 10 (sodium/bile acid cotransporter family), member 7 (Slc10a7), mRNA [NM_029736]                                                                                                                                         | 12.1    | 10.1    | 15.3    | 16.4    | 18.7    |
| 43505 Slc26a1  | Mus musculus solute carrier family 26 (sulfate transporter), member 1 (Slc26a1), mRNA [NM_174870]                                                                                                                                                           | 10240.4 | 8687.9  | 9911.3  | 9701.2  | 9446.5  |
| 43514 Slc5a8   | Mus musculus solute carrier family 5 (iodide transporter), member 8 (Slc5a8), mRNA [NM_145423]                                                                                                                                                              | 19978.3 | 30997.0 | 30890.8 | 27406.2 | 29279.8 |
| 43538 Slc22a19 | Mus musculus solute carrier family 22 (organic anion transporter), member 19 (Slc22a19), mRNA [NM_144785]                                                                                                                                                   | 2183.1  | 3238.0  | 4951.2  | 3877.3  | 4784.6  |
| 43596 Abcc5    | Mus musculus ATP-binding cassette, sub-family C (CFTR/MRP), member 5 (Abcc5), transcript variant 1, mRNA [NM_013790]                                                                                                                                        | 326.9   | 343.9   | 340.3   | 267.9   | 353.8   |
| 43874 Slc22a5  | Mus musculus solute carrier family 22 (organic cation transporter), member 5 (Slc22a5), mRNA [NM_011396]                                                                                                                                                    | 2948.5  | 2956.5  | 2908.1  | 3496.7  | 2902.8  |
| 43956 Slc17a4  | Mus musculus solute carrier family 17 (sodium phosphate), member 4 (Slc17a4), mRNA [NM_177016]                                                                                                                                                              | 135.0   | 164.4   | 232.9   | 113.4   | 140.9   |
| 44040 Abca5    | Mus musculus ATP-binding cassette, sub-family A (ABC1), member 5 (Abca5), mRNA [NM_147219]                                                                                                                                                                  | 36.2    | 54.2    | 47.3    | 58.3    | 68.1    |
| 44071 Abcf3    | Mus musculus adult male pituitary gland cDNA, RIKEN full-length enriched library, clone:5330439H14 product:CDNA FLJ11198 FIS, CLONE PLACE1007697, WEAKLY SIMILAR TO GCN20 PROTEIN homolog [Homo sapiens], full insert sequence [AK030626]                   | 731.7   | 699.8   | 832.6   | 719.5   | 772.2   |
| 44323 Slc22a3  | Mus musculus solute carrier family 22 (organic cation transporter), member 3 (Slc22a3), mRNA [NM_011395]                                                                                                                                                    | 0.1     | 4.4     | 2.9     | 2.1     | 2.5     |
| 44468 Slc1a4   | Mus musculus solute carrier family 1 (glutamate/neutral amino acid transporter), member 4 (Slc1a4), mRNA [NM_018861]                                                                                                                                        | 765.0   | 778.5   | 1167.1  | 1023.0  | 1139.5  |
| 44490 Abca8b   | Mus musculus ATP-binding cassette, sub-family A (ABC1), member 8b (Abca8b), mRNA [NM_013851]                                                                                                                                                                | 29.2    | 25.8    | 22.7    | 17.6    | 22.2    |
| 44739 Slc9a6   | Mus musculus mRNA for mKIAA0267 protein [AK122232]                                                                                                                                                                                                          | 637.4   | 774.7   | 841.3   | 765.0   | 874.1   |
| 44814 Slc9a3   | Mus musculus adult male colon cDNA, RIKEN full-length enriched library, clone:9030624O13 product:SODIUM [AK033564]                                                                                                                                          | 5088.8  | 6286.6  | 4440.4  | 4266.8  | 5150.7  |
| 44856 Slc16a10 | Mus musculus 6 days neonate spleen cDNA, RIKEN full-length enriched library, clone:F430003D17 product:solute carrier family 16 (monocarboxylic acid transporters), member 10, full insert sequence. [AK165240]                                              | 2146.4  | 1641.5  | 2060.1  | 1792.5  | 1526.1  |
| 45031 Abcb1b   | Mus musculus ATP-binding cassette, sub-family B (MDR/TAP), member 1B (Abcb1b), mRNA [NM_011075]                                                                                                                                                             | 561.1   | 672.7   | 626.9   | 2759.2  | 3354.2  |
| 45158 Slc16a1  | Mus musculus solute carrier family 16 (monocarboxylic acid transporters), member 1 (Slc16a1), mRNA [NM_009196]                                                                                                                                              | 1561.6  | 1402.0  | 3405.8  | 2094.3  | 1640.0  |

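Each fold here is the signal in kidneys labelled *Abcb4* null over that in kidneys labelled wild type, so that a value above 1 is higher in the former. Computed from the mean log2 signals of the brightest probe after scaling, it was 5.35 for *Abcb1b*, 1.99 for *Slc22a7*, 1.98 for *Slc6a15*, 0.639 for *Slc22a8* and 0.642 for *Slc7a12*. Without scaling it was 4.96, 1.85, 1.83, 0.592 and 0.595 in the same order, as the 75th percentile averaged 936 in the arrays labelled wild type and 867 in those labelled *Abcb4* null. The median log2 fold change of all tested probes was -0.12 without scaling and -0.01 with it.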

**Table S2.** Microarray analysis for expression of transporter in mouse kidney.

| Gene name                                                                                      | Description, distribution and substrate                                                             | Fold Change |
|------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|-------------|
| Transporters expressed at levels significantly more than 1.5-fold that of male wild-type mice. |                                                                                                     |             |
| <i>Abcb1b</i>                                                                                  | ATP-binding cassette, sub-family B,<br>Ovary, female kidney<br>Estron sulfate, estradiol            | 4.68        |
| <i>Slc22a7</i>                                                                                 | organic anion transporter2<br>Kidney, liver<br>Glutarate ( $K_m=15.8 \mu\text{M}$ )                 | 1.80        |
| <i>Slc6a15</i>                                                                                 | Neurotransmitter transporter,<br>Brain, kidney<br>Neutral amino acid (e.g. proline)                 | 1.65        |
| Transporters expressed at levels significantly less than 1.5-fold that of male wild-type mice. |                                                                                                     |             |
| <i>Slc22a8</i>                                                                                 | Organic anion transporter 3<br>Brain, kidney, liver<br>para-aminohippurate ( $K_m=65 \mu\text{M}$ ) | 0.56*       |
| <i>Slc7a12</i>                                                                                 | Cationic amino acid transporter, $y^+$ system<br>Female kidney<br>No data                           | 0.61*       |

**Table S3.** Sequence identity between human, monkey, rat and mouse ABCB1

| Species      | Protein sequence identity (%) |
|--------------|-------------------------------|
| Human ABCB1  | 100%                          |
| Monkey ABCB1 | 96%                           |
| Rat Abcb1b   | 81%                           |
| Mouse Abcb1b | 81%                           |

**Table S4.** Non-conserved amino acids in human ABCB1

|          | Human<br>ABCB1 | Monkey<br>ABCB1 | Rat<br>ABCB1b | Mouse<br>ABCB1b |
|----------|----------------|-----------------|---------------|-----------------|
| Position | Amino acid     |                 |               |                 |
| 24       | E              | K               | K             | K               |
| 635      | V              | I               | I             | I               |
| 759      | A              | V               | V             | V               |
| 851      | F              | L               | L             | L               |
| 1003     | I              | V               | V             | V               |
| 1027     | M              | K               | K             | K               |
| 1038     | G              | N               | N             | N               |
| 1103     | R              | Q               | Q             | Q               |
| 1168     | K              | R               | R             | R               |

Figure S1

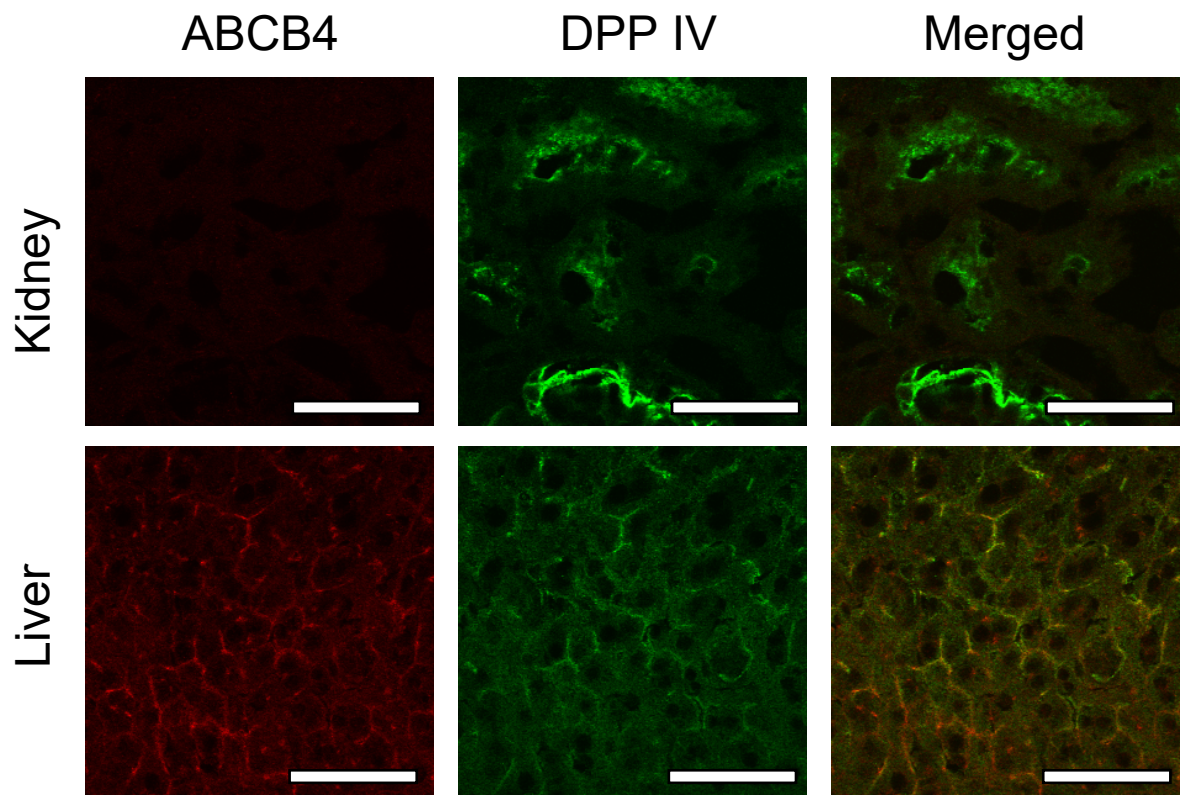

Figure S1. Immunohistochemical analysis of ABCB4 expression in wild-type mouse kidney and liver. Dipeptidyl peptidase IV (DPP IV) is a marker of apical membranes. To detect ABCB4 and DPP IV, fluorescent conjugated secondary antibody (Alexa Fluor 594 or Alexa Fluor 488) was applied. Representative immunoblots are shown. Scale bars, 50  $\mu\text{m}$ .

How the deposited data were processed for this re-analysis (not part of the article)

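Kidney RNA of 3 male FVB mice labelled wild type and 3 labelled *Abcb4* null was measured on 1-colour arrays, 1 array per mouse. The authors deposited the scanner output of each array, with the signal intensity of each spot and the local background, and a processed intensity from which Feature Extraction had subtracted the background and removed spatial and multiplicative trends within the array. The file headers name version 9.1.3.1 of that software, and the paper names another version. No scaling between arrays had been applied. The deposited table of processed values matched the processed intensity of the scanner output to within 0.05 on every one of its 45018 features. Its column medians were 70.4, 75.9 and 89.4 for wild type and 65.0, 78.8 and 71.4 for *Abcb4* null. The copy of the paper's Table S1 that was read holds unscaled processed intensities of 642 features, without logarithms. It covers 5 of the 6 arrays, and 7 of its 3210 values were further than 0.06 from those computed here.

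Control spots and spots with an outlier flag (302 to 559 per array) were left out, and the spots of 1 probe were averaged. Of 41174 probes, 23374 were named through their accession in the reference gene table (assembly GRCm38.p6), 6733 through their symbol and 2919 through an older name, and 8148 kept the name in the files. No coordinates are given, since the files name no genome build. The processed intensity was divided by the 75th percentile of each array, multiplied by the geometric mean of the 6 percentiles, floored at 5 and converted to log2. Probes were tested if well above background on all 3 arrays of at least 1 group and measured on at least 2 arrays of each group. This left 26284 probes (63.8%) and 17519 genes. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, *Abcb4* null minus wild type) with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene is given by its tested probe with the highest mean signal, and other probes are named beside it. Exact permutation tests of 3 against 3 arrays cannot give a p below 0.1.

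The comparison, its alternatives, 29 gene lists and the rule for named genes were set before the data were examined, although Table S1 had been read. The rule took every gene the paper names in its array results, the 12 genes with the largest rise and the 12 with the largest fall among those that passed with no overlap of the groups and a gene symbol that is not a clone or predicted name, with a fill up to 5 in each direction by the smallest unadjusted p, up to 4 members of each list described, and every gene that passed near *Abcb4*. The lists covered segments of the tubule, other cell types, sex-biased genes, clock genes and responses to bile acids, lipids, xenobiotics and stress. They were tested with preranked camera (inter-gene correlation 0.01) on the moderated statistics, and adjusted over the lists. The camera planned first needs a value on every array, which 1037 genes lack, and its result over the remaining genes had been seen when the preranked form was chosen. Over those genes the adjusted p was 0.177 for the drug and organic anion transporters and 0.0760 for PPARα targets, which lost their call, and the other calls stayed. The treatment of probes with outlier-flagged spots in the background filter, the choice of each gene's probe among the tested ones, and the counting of neighbours of *Abcb4* among the tested genes were also settled after a first fit had been seen. The first of these left the 8 called probes as they were.

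Array position (3 for wild type and 1 for *Abcb4* null on each slide) goes wholly with genotype. The replicate number is also the slide. The deviations of the arrays from their group means correlated at 0.22, 0.37 and 0.30 across probes for arrays on the same slide and between -0.36 and 0.07 for the others, so the numbers pair the samples. Genes are not independent replicates in these correlations. The fit with the slide as a block was an alternative, and its value stands beside each result whose call it changes. The 15 pairs of arrays correlated at 0.987 to 0.994 across probes, and 0 pairs were identical. The steps were tested on simulated data with known changes for this comparison of 26284 probes. Of 67 probes simulated with a log2 change of 0.585, 4.5% were recovered, of 67 with 1, 46.3%, and of 66 with 2, 86.4%. In addition, 3 unchanged probes were called. Many more probes were simulated as changed than the 8 called in the real comparison, so these shares may be too high for it.

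Other alternatives were no scaling, quantile normalization, scaling on the median, normexp background correction with an offset of 50 followed by quantile normalization, floors of 1 and 20, other filters on dim probes, outlier-flagged spots kept, a variance trend, the methods' t-test with and without scaling and logarithms, the deposited table, the mean over the probes of a gene, other set tests (an estimated correlation, and fry), other windows around *Abcb4*, and leaving out each array in turn. The RT-PCR, immunohistochemistry and kinetic experiments have no deposited array data and were not examined.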

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

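The tests of 1 shared transcript, of exchanged labels and of the share of immune cells were chosen after the result had been seen. The other tests were planned before, but the counting of neighbours of *Abcb4* among tested genes and the preranked form of camera used in them were settled after a first fit had been seen. Directions rest on the labels of the arrays.

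*Abcb4* itself, whose array values are part of Table S1 but are not discussed in the paper's text, had a log2 fold change of 2.48 toward the arrays labelled *Abcb4* null. *Abcb1b* is its neighbour in the reference gene order, and within the groups the *Abcb1b* probe followed the *Abcb4* probe with an SD of 0.0653 on the log2 scale, against a median of 0.211 over 5429 probes of like brightness, of which 72 (1.33%) followed as closely. This is consistent with 1 transcript read by both probes, though genes regulated together would look alike, and their parallel levels were noticed before the test. An exchange of the labels of the 2 groups was not decided by the second *Abcb4* probe, too dim at 1.45 (adjusted p = 0.964 from limma). The paper's RT-PCR (Fig. 2A), in more mice per group, and immunohistochemistry (Fig. 3B) of *Abcb1b* run with the labels. An exchange confined to the arrays would give the opposite direction. An exchange that also covered these samples would not, so the labels are not settled. A response of *Abcb1b* to the loss of *Abcb4*, the difference that the design names, stays open.

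Outside the transporters, the arrays showed *A2m* (2.72), *Speer4d* (2.51) and LOC667335 (2.19) higher and *Cxcl9* (-2.04) and *Gbp2b* (-1.97) lower in the arrays labelled *Abcb4* null, as fitted log2 fold changes, of which all but that of *Cxcl9* depend on the floor. Linkage to the targeted locus may account for part of them, as 1 of 74 tested neighbours of *Abcb4*, *Speer4d*, passed against 3 of 14341 other genes (odds ratio 65.3, Fisher's exact test, two-sided, p = 0.0204), but in the order of all reference genes, chosen after seeing the data, 0 of 18 passed (odds ratio 0, p = 1), and the result rests on 1 gene. A difference in the time of day of collection stays open too, with *Dbp* at -1.27 (adjusted p = 0.872), *Npas2* at 0.94 and *Arntl* at 0.92, none of which passed. The clock gene list (slide medians -0.26, -0.30 and -0.40) had an adjusted p of 0.278 from preranked camera. This value was 0.00202 with the slide as a block and 0.806 with an estimated correlation. It was 0.0030 without wild type replicate 3 and 0.0011 without *Abcb4* null replicate 1, and did not pass in the other repeats without 1 array. A share of adipose or adrenal tissue was not decided either, as both marker lists had an adjusted p of 0.411 from preranked camera with medians of -0.23 and -0.10. Of the 10 splits of the arrays into 3 and 3, the real one called 8 probes and the highest of the others 0, those that part all 3 slides included, but 10 splits cannot give a share under 0.05.

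The interferon response list was lower in the arrays labelled *Abcb4* null, with a median of -0.23 (adjusted p = 9.73e-06 from preranked camera, but adjusted p = 0.723 with an estimated correlation and 0.443 by fry), and its median was below 0 within every slide (-0.40, -0.21 and -0.21). A lower share of immune cells may underlie this, but the macrophage markers (median -0.13, adjusted p = 0.411 from preranked camera, and 0.0335 without *Abcb4* null replicate 3, in a range of 0.0335 to 0.871 over its alternatives) and lymphocyte markers (median -0.16, adjusted p = 0.546) did not pass over all arrays, and lymphocyte genes went both ways, with the B cell genes *Ms4a1* and *Cd79b* at 0.65 and 0.42 and the T and NK cell genes *Lck* and *Nkg7* at -0.35 and -0.31. With too few arrays to fix these medians, the share of immune cells and a lower interferon response of the kidney cells cannot be told apart.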

How the results depend on the processing

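The preranked form of camera and the counting of neighbours among tested genes were chosen after values had been seen, so that camera over complete genes and the order of all reference genes were added as alternatives then, as was the unscaled t-test with dim probes kept. Over the whole array, the count of 8 called probes (6 higher, 2 lower) stayed within 1.5 times with 10 of 20 alternatives. It was 16 without scaling (8 higher, 8 lower), 5 with normexp and quantile normalization together, 3 with a floor of 20, 4 among probes well above background on all 6 arrays, 24 with a variance trend, and 5 to 9 without 1 array (5 without wild type replicate 1 or *Abcb4* null replicate 2). It was 0 with dim probes kept (2031 unadjusted with limma) and with the methods' t-test on scaled log2 values (1331 unadjusted) and on unscaled signals (1226). With the slide as a replicate block it was 11, of which 6 were shared. The count of called transporter probes was 3, against 5 with the trend, 0 with dim probes kept (20 unadjusted) and 0 with either t-test (13 and 11 unadjusted with the fold), and 8 when adjusted over the list alone. By the paper's criterion 17 passed with limma, 13 and 11 with the t-tests and 15 with the added form.

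*Abcb1b* stayed at 2.42 and *Abcb4* at 2.48 with dim probes kept (adjusted p = 0.0636 for both) and with the methods' t-test (0.135 for both), and at 2.31 and 2.37 on unscaled signals (0.592 and 0.527), all without their call. The mean over the probes of *Abcb4* was 1.96 (0.365). Over all alternatives their adjusted p ranged from 8.4e-05 to 0.592 and 0.527. *Slc22a7* (0.99) and *Slc6a15* (0.98) passed with the trend. *Slc22a8* and *Slc7a12* did not pass in any of 21 alternatives over all probes. Adjusted over the transporter list alone, *Slc22a7*, *Slc6a15* and a less bright probe of *Slc22a8* passed. *Abcb1a* lay between -0.54 and 0.02 without 1 array, reversed at 0.024 without wild type replicate 2. *Cxcl9* lost its call in 10 of 21 alternatives and *Gbp2b* in 14 of 20, among them the replicate block and repeats without 1 array. With normexp and quantile normalization together *Cxcl9* kept its call at a smaller log2 fold change of -1.01 (adjusted p = 0.0425). *A2m*, *Speer4d* and LOC667335 lost theirs in 5 of 20.

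Of the 29 lists, 7 were called, against 5 with camera over complete genes, 4 with quantile normalization, 0 with an estimated correlation, 0 by fry, 13 by fry in either direction (not always the same lists), and 3 to 7 without 1 array (3 without wild type replicate 2, 4 without *Abcb4* null replicate 2). Beyond values already given beside their results, the replicate block changed no other call of the genes and lists named. Around *Abcb4* the odds ratio was 21.2 (Fisher's exact test, p = 0.0607) with 200 genes on each side and reversed to 0 in the order of all reference genes. Over the 11 alternatives the odds ratio ranged from 0 to 196, with a smallest Fisher p of 0.00707, and 9 left the result as it was. The trend, the dropped filter and the left-out arrays change the variance estimate and the number of tests by construction, and for the other changes the cause was not tested. Signals near background limit *A2m*, *Speer4d*, LOC667335 and *Gbp2b* to bounds.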

Differences from the paper's values

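By the paper's criterion (unadjusted p under 0.05 and a fold of at least 1.5), 14 transporter genes passed with limma, while Table S2 of the paper lists 5, all of them among the 14. Of the alternatives set before the data were examined, normexp background correction with quantile normalization gave 7, within 1.5 times of the paper's count, although *Slc7a12* then had a fold of 0.736 and did not pass. The others did not come as close, from 8 genes with the methods' t-test on unscaled signals to 20 without wild type replicate 3. The 8 genes were the 5 of Table S2 with *Abcb4*, *Slco1b2* and *Slc27a5*. With dim probes kept in that test, a form chosen after seeing the values, 12 genes passed and none of the 5 was dropped.

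The paper states that 94 ABC transporters and 548 solute carrier transporters were screened. Those are the numbers of array features, and by distinct gene name they were 49 and 336. Counting by gene name in place of probe was an alternative set before the data were examined, and no other alternative changes these counts.

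The folds of Table S2 did not differ by more than 1.5 times from those computed here. The paper's folds of 4.68 for *Abcb1b* and 0.56 for *Slc22a8* lay nearest to the ratios of unscaled signals of a less bright probe of each gene, 4.69 and 0.562.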

Other observations

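The values here are of lists fixed beforehand, and the genes singled out among them are those with the smallest p. The 2 enzymes that conjugate bile acids with amino acids had lower values in the arrays labelled *Abcb4* null, *Baat* with a log2 fold change of -0.82 (adjusted p = 0.466 from limma) and *Slc27a5* with -0.61 (adjusted p = 0.358), and both passed when adjusted over the list alone (0.0190 for both). The bile acid and FXR list as a whole had a median of -0.09 (adjusted p = 0.411 from preranked camera). Sex-biased kidney genes went both ways. Of the female-biased genes, *Slc22a7* had a log2 fold change of 0.99, *Slc7a12* -0.64 and *Slc22a29*, an organic anion transporter, -0.40, and all 3 passed when adjusted over the list alone, as did *Cyp2d9* with -0.66 of the male-biased genes. The 2 lists had adjusted p-values of 0.830 and 0.536. *Thrsp*, a regulator of lipogenesis, gave -0.74 and passed when adjusted over the fatty acid synthesis list alone (0.0349), and that list had an adjusted p of 0.771. Of the secreted proteins typical of liver, *Apoh* gave 0.61 and *Alb* -0.55, in a list with an adjusted p of 0.979. *Gsta1* passed when adjusted over the NRF2 targets alone (0.00109), and that list had a median of -0.05.

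The remaining lists did not pass with preranked camera over all arrays. The adjusted p was 0.411 for proximal tubule markers (median -0.08), the NRF2 targets, the CAR and PXR targets, the unfolded protein and integrated stress response, the p53 targets and the immediate early genes. It was 0.358 for collecting duct markers, 0.671 for podocyte markers, 0.888 for endothelial markers, 0.546 for phospholipid synthesis and transfer, 0.892 for kidney injury genes and 0.954 for extracellular matrix and fibrosis. Without wild type replicate 1 the unfolded protein and integrated stress response had an adjusted p of 1.1e-06. Without *Abcb4* null replicate 3 the immediate early genes had 0.0368. Neither list passed in the other repeats without 1 array. The clock genes had a median of -0.31 (adjusted p = 0.278, 0.00202 with the slide as a block, and 0.806 with an estimated correlation). Their adjusted p was 0.0030 without wild type replicate 3 and 0.0011 without *Abcb4* null replicate 1. The other repeats without 1 array did not bring this list under 0.05. For kidney injury, CAR and PXR targets and secreted liver-type proteins, camera pointed up while the median log2 fold changes were -0.03, -0.05 and -0.07.

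*Abcb1a*, which the paper measured by RT-PCR, was dim on the arrays, with a scaled signal of 43.6 ± 17.6 (SD, n = 3) against 34.4 ± 5.80 (SD, n = 3) in the arrays labelled *Abcb4* null (exact permutation test, two-sided, p = 0.4). A probe that the array describes as a partial Mdr sequence, chosen after its values were seen, had a log2 fold change of 2.18 (adjusted p = 0.0950 from limma, and 0.0202 with the slide as a block). Among the tested neighbours of *Abcb4*, *Sema3e* had a log2 fold change of -0.92 and *Steap4* of 0.77 (adjusted p = 0.142 from limma for each). Both are named after their values were seen.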
